A study of Mus musculus with 20 samples. Its data were reported in "Acute rapamycin treatment reveals distinct mechanisms of dysfunction in a maternal inflammation mouse model" (2026).

How the data were processed

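Poly(A)-selected RNA of microdissected sensory-motor cortex was sequenced by the authors in 20 mice, 5 libraries in each of 4 groups, and the group and number of each library were taken from the sample titles. Per the labels and the study's methods, RNA was prepared with a stranded kit and read as short paired ends, STAR 2.4.0 placed the reads on the mm10 build of the mouse genome, and read counts per gene were made with HTSeq 0.6.1. The deposited table holds these raw counts, whole numbers with no normalization, for 48795 Ensembl gene IDs with symbols, 134 of the symbols listed more than once. The methods name RefSeq genes as the annotation, while the IDs in the table are Ensembl's, and 48349 of them were found in GENCODE M21, from which coordinates on mm10 were taken. The methods mention that libraries judged as outliers at quality control were removed, and which ones is not stated. Whether counting used the strand is not given in the sources used here, so counts of genes that overlap on opposite strands may hold each other's reads, and reads shared by near-identical copies such as ribosomal protein pseudogenes may have been dropped or divided. Of the 44 genes named by size of change or smallest p, together with Fkbp5, 5 overlap an annotated gene on the same strand, 17 one on the opposite strand and 24 none. The litter of each mouse is not in the labels, so p-values treat the mice as independent, though the inflammation was brought on in their dams.

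The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr on the 4 groups with its minimum count of 10 and minimum total of 15, which left 17313, and libraries were scaled by TMM. One quasi-likelihood model with a mean for each of the 4 groups was fitted to all 20 libraries, so that the comparisons share an estimate of the spread, and p-values were adjusted by Benjamini and Hochberg over the genes tested. A gene was called at an adjusted p under 0.05 with an absolute log2 fold change over 0.5, after the criterion in the study's methods, whose part on bulk RNA names edgeR but not which of its tests. Libraries held 17.8 to 24.5 M counts (M for mega, the unit behind CPM), which limits the precision of genes with few counts. The common biological coefficient of variation was 21.9%. The comparisons were MIR against control offspring under vehicle and under rapamycin, rapamycin against vehicle in control and in MIR offspring, the difference between these rapamycin effects (the interaction) and their average. CPM values are counts per M of the scaled library size, and log2 CPM used a prior count of 2.

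For gene lists, 46 were fixed before the data were examined, as were the comparisons, the rule for named genes and most alternatives: 23 of pathways, 18 of cell types or brain regions, and 5 that the study's text names. Lists with fewer than 3 tested genes were not tested. Each list was tested with limma's camera on log2 CPM with a correlation between genes of 0.01, then with an estimated correlation, and adjusted over the 46 lists within a comparison. Of the lists called with the first, the 4 study lists in MIR against control offspring under vehicle (lowered by rapamycin, raised by rapamycin, higher in MIR, lower in MIR) and the lists of genes lowered and raised by rapamycin in MIR offspring held with the second, and no other did. Named are, among called genes with a mean of at least 1 CPM and a symbol that is not a predicted or clone name, the 8 with the largest and the 8 with the lowest log2 fold change in the first 3 comparisons, the 4 and 4 in the others or those with the smallest p where none was called, every study-list gene, and up to 4 genes with the smallest p of a list when it is described. Some genes that the rule names are not reported here. Nos3, Tmem198, Col4a1 and Arhgef16 are named outside this rule, after their values were seen. In simulations from these libraries with 200 genes changed, the quasi-likelihood test recovered 74% of 2-fold and 93% of 4-fold changes for MIR under vehicle. It recovered 77% and 94% for rapamycin in control and 70.7% and 92% in MIR offspring, and called 7, 8 and 8 unchanged genes. Camera gave p under 0.05 to 2, 0 and 2 of 50 unchanged lists each. This does not extend to real lists, of which other splits of these libraries called up to 23. No pair within a group differed as little as sampling noise (lowest chi-square per degree of freedom 5.50).

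Alternatives were DESeq2, edgeR's likelihood ratio test, limma voom with sample weights, size factors of the DESeq2 kind, other filters and thresholds, only the groups compared in the fit, the replicate number as a block, covariates for markers of choroid plexus and of striatum and thalamus, and each library left out in turn. Added after seeing the data were leaving out control vehicle 1, 2 and 3, leaving out control rapamycin 1 as well, covariates for striatum, cerebellum and choroid plexus, robust estimation and thinning of every library to the smallest total. Correlations and overlaps of comparisons that share libraries were set against 20 simulations of unchanged groups and 20 splits of the shared libraries. The study's other data, on single nuclei and on behaviour and imaging, were not used here. Of the genes the study named, Nkx1-2, Nkx2-1, Helt, Tfap2a, Gabre, Slc4a5, Slc10a4 and Scnn1g had too few counts to be tested.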

Results

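Messenger RNA of sensory-motor cortex was measured by RNA sequencing in 20 mice, 5 in each of 4 groups. MIR offspring came from dams with a maternal inflammatory response (MIR), brought on by 0.008 mg/kg of lipopolysaccharide, a bacterial cell wall component, on day 9 of gestation. Control offspring came from dams without it. The mice received rapamycin, an inhibitor of the mTOR kinase, or vehicle 2 hours before euthanasia. The cortex as the tissue is taken from the study's methods, since the sample labels say only brain. Libraries held between 17.8 and 24.5 M counts, with group means of 22.4 ± 1.11 M (SD, n = 5) for control vehicle, 22 ± 2.39 M for control rapamycin, 20.2 ± 1.5 M for MIR vehicle and 21.6 ± 1.79 M for MIR rapamycin. Of the 48795 genes in the table, 31851 had at least 1 count and 17313 were abundant enough to test. Xist, the RNA that coats an inactive X chromosome, stood between 499 and 1633 CPM (counts scaled per M of the library) in every library, and the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty had 2 counts in total over the 20 libraries. High Xist with almost no Y-linked counts is the pattern of female mice, while the study's methods state that males and females were used in equal number.

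Marker genes of other brain regions set 3 control vehicle libraries apart. A list score is the mean log2 CPM of the list's genes in a library, set to 0 in the median library. Control vehicle 1 scored 4.59 for striatum markers and 2.95 for hypothalamus markers, and the next highest striatum score was 1.37 in control rapamycin 4. Control vehicle 2 scored 4.90 for cerebellum markers and 2.61 for interferon-stimulated genes, and held 841 CPM of Cbln3, a cerebellar granule cell gene, and 162 CPM of Igkc, the immunoglobulin kappa constant region. Control vehicle 3 scored 4.29 for choroid plexus markers and held 1141 CPM of Ttr, the transthyretin gene that choroid plexus expresses at a very high level. On the first principal component, which held 21.9% of the variance, control vehicle 1 and 2 lay at 77.6 and 71.2 and the next highest library at 9.74. The number of genes called in each comparison is therefore given also without control vehicle 1, 2 and 3, an alternative chosen after seeing the data.

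**Figure D1:**
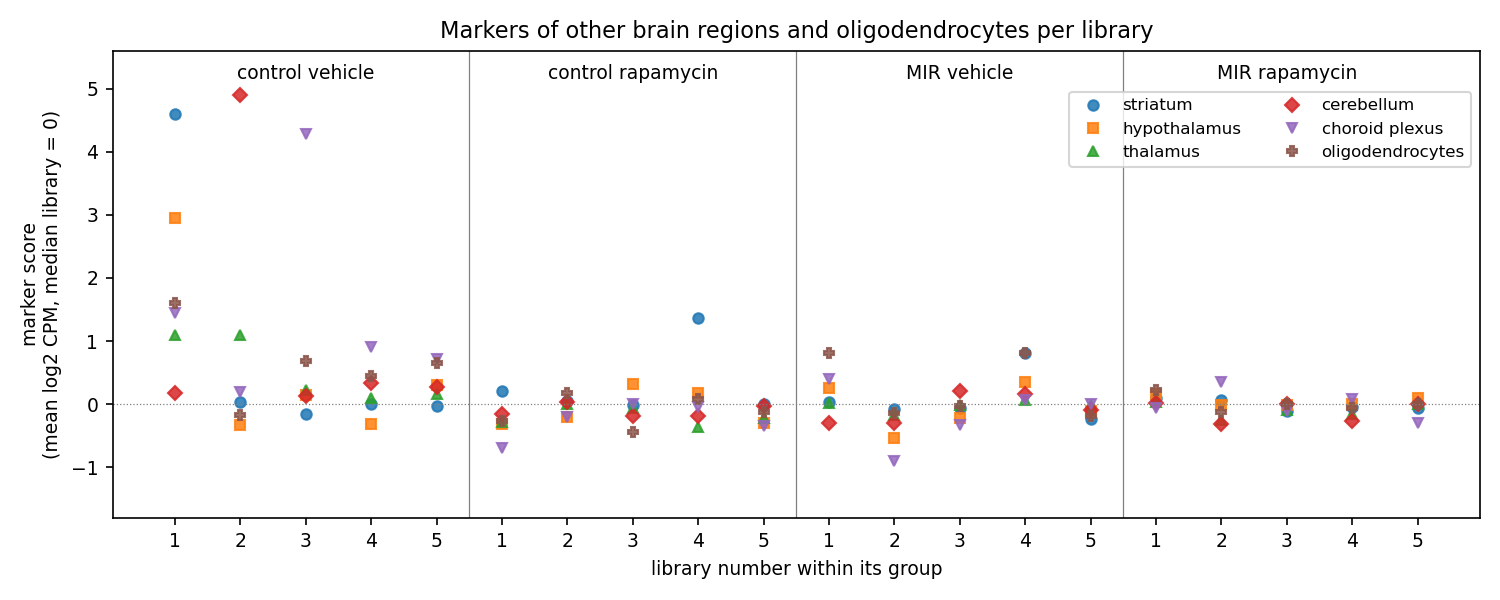
Marker scores of 5 regions and of oligodendrocytes (y axis, mean log2 CPM of the list with the median library at 0) in each of the 20 libraries (x axis, library number within its group). Control vehicle 1, 2 and 3 stand highest for striatum, cerebellum and choroid plexus in that order.

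The comparison of MIR with control offspring under vehicle asks what prenatal inflammation left altered in the cortex. Transcripts of dividing cells were higher in MIR offspring. Top2a, the topoisomerase that untangles replicated DNA, stood at 10.2 ± 6.55 CPM in MIR vehicle libraries and 0.716 ± 0.380 CPM in control vehicle libraries (mean ± SD, n = 5 each). Mki67, the gene of the proliferation marker Ki-67, stood at 12.3 ± 7.50 and 1.06 ± 0.322 CPM. The cyclin genes Ccna2 and Ccnb2 rose by log2 fold changes of 2.54 ± 0.49 (SE) and 2.09 ± 0.36, and Prc1 and Ckap2l, whose products act on the mitotic spindle, rose by 2.25 and 2.20. Cd93, a receptor of endothelial and myeloid cells, rose from 5.56 ± 1.02 to 14.5 ± 4.62 CPM, and the organic anion transporter gene Abcc3 rose by 1.27. Among the lower genes, Hif3a, a member of the hypoxia-inducible factor family, stood at 12.1 ± 1.93 CPM in control vehicle and 6.24 ± 1.17 CPM in MIR vehicle libraries, a log2 fold change of -0.96 ± 0.18 (SE). The log2 fold change was -4.85 ± 0.90 for Mab21l1, -4.75 ± 0.80 for Clic6, a choroid plexus marker here, and -0.64 ± 0.12 for Mrvi1. The control vehicle means of Mab21l1 and Clic6 rested on libraries with region markers, with 26.9 CPM of Mab21l1 in control vehicle 2, and 22.2 and 29.8 CPM of Clic6 in control vehicle 1 and 3, and without control vehicle 2 the fold change of Mab21l1 was -3.07.

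edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 12 genes higher and 5 lower, with an adjusted p of 0.0457 for Ccnb2 and of 0.0479 for Top2a, Mki67 and Hif3a. Nos3, Plaur, Tmem198 and Col4a1 (higher) and Arhgef16 (lower) complete the 17 and, except for Plaur, were named after their values were seen. All 5 MIR vehicle libraries lay beyond every control vehicle library for Prc1, Ccnb2, Cd93, Abcc3, Mab21l1, Clic6, Hif3a and Mrvi1, and 4 of the 5 did for Top2a, Mki67, Ccna2 and Ckap2l, where MIR vehicle 2 lay among the controls. Chance gives such a separation of all 10 libraries to 0.794% of genes. DESeq2, edgeR's likelihood ratio test and limma voom called 391, 419 and 23 genes, and at the criterion of the study's table the quasi-likelihood test gave 69 higher and 89 lower. In all, 2826 genes had an unadjusted p under 0.05. These calls lay close to the threshold: leaving out 1 library gave 0 calls without control vehicle 3, control rapamycin 2, 3, 4 or 5, MIR vehicle 1, 3, 4 or 5, or MIR rapamycin 2, 7 without MIR rapamycin 1, 27 without MIR rapamycin 4, 69 without MIR vehicle 2, 136 without control vehicle 4 and 226 without control vehicle 5. Without control vehicle 1, 2 and 3 together 0 genes were called and 1240 had an unadjusted p under 0.05, with log2 fold changes of 3.63 for Top2a, 3.68 for Mki67, 1.43 for Cd93, -0.99 for Hif3a, -1.37 for Mab21l1 and -2.02 for Clic6.

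Of the cell cycle list, 4 of 26 tested genes rose (Ccnb2, Mki67, Ccna2 and Top2a) and 22 did not pass, or 20 rose when adjusted over the list alone. The median log2 fold change was 2.09 (camera adjusted p = 7.66e-16, or 0.145 with an estimated correlation). The list's score lay above the highest control library in 9 of the 10 MIR libraries, the exception being MIR vehicle 2. Its median without control vehicle 1, 2 and 3 was 1.89 (camera adjusted p = 6.75e-14). Immediate early genes, which neurons switch on within minutes of activity, had a median of 0.94 (camera adjusted p = 3.27e-15, or 0.253 with an estimated correlation). None of the 33 was called, 14 passed adjusted over the list alone, and the smallest p belonged to Homer1 (1.32), Nptx2 (1.37), Inhba (1.01) and Maff (1.73). Their scores were lowest in control vehicle 1 and 2, at -1.46 and -1.38, and without control vehicle 1, 2 and 3 the median was 0.26 (camera adjusted p = 0.0677). Endothelial markers had a median of 0.35 (camera adjusted p = 3.41e-09, or 0.115 with an estimated correlation), with 4 of 16 adjusted over the list alone and 0 called over all genes, among them Tek, the angiopoietin receptor, at 0.57 and Kdr, a receptor of vascular endothelial growth factor, at 0.60. Microglia markers had a median of 0.38 (camera adjusted p = 9.08e-06, or 0.365 with an estimated correlation), with 0 of 18 called and 2 adjusted over the list alone, Siglech at 0.75 and Csf1r, the receptor that microglia need to survive, at 0.65. The microglia median was 0.25 without MIR vehicle 1.

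Smaller shifts were called by camera for heat shock genes (median 0.18, 0 of 12 called, 2 adjusted over the list alone), epilepsy genes (median 0.06, 0 of 29 called, 0 adjusted over the list alone) and markers of upper-layer excitatory neurons (median 0.39, 0 of 10 called, 1 adjusted over the list alone). Their camera adjusted p were 0.00906, 0.0456 and 0.0131 (adjusted p = 0.497, 0.595 and 0.517 with an estimated correlation). Single libraries ended each of these calls. The camera adjusted p for heat shock genes was 0.0762 without control vehicle 2 and 0.0524 without MIR vehicle 1. Epilepsy genes had 0.229 and 0.10 without control vehicle 1 and 2, and 0.0549 without control rapamycin 2. They had 0.159, 0.0748 and 0.0724 without MIR vehicle 2, 3 and 5. Upper-layer markers had 0.0824 without control vehicle 1 and 0.0849 without MIR vehicle 2. The median of heat shock genes was 0.11 without control vehicle 2, that of upper-layer markers 0.21 without control vehicle 1 and 0.60 without control vehicle 4, and that of epilepsy genes 0.0026 without control vehicle 1, 0.10 without control vehicle 4, 0.13 without MIR vehicle 1 and 0.031 without MIR vehicle 2. No list of these 3 was called without control vehicle 1, 2 and 3, where the camera adjusted p were 0.746, 0.990 and 0.656.

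Besides 2 of the study's own lists, given below, the lists lower in MIR offspring were those of other brain regions and of oligodendrocytes, whose scores were highest in the control vehicle libraries named above. Choroid plexus markers had a median of -2.09 (camera adjusted p = 1.13e-05, or 0.253 with an estimated correlation), with Clic6 alone called of 10, 8 lower adjusted over the list alone, and Ttr at -7.84. Without control vehicle 3 the median was -0.59. Cerebellum markers had a median of -2.12 (camera adjusted p = 7.00e-04, or 0.549 with an estimated correlation), with 0 of 9 called and 9 adjusted over the list alone, and a median of -0.14 (camera adjusted p = 0.194) without control vehicle 2. Striatum markers had a median of -2.28 (camera adjusted p = 0.0145, or 0.751 with an estimated correlation), with 0 of 16 called and 14 adjusted over the list alone, and a median of 0.15 (camera adjusted p = 0.138) without control vehicle 1. Thalamus, ependyma and oligodendrocyte markers had medians of -0.66, -1.03 and -0.44, with camera adjusted p of 0.0128, 0.00637 and 5.96e-04 (adjusted p = 0.145, 0.208 and 0.681 with an estimated correlation), no gene of the 11, 6 and 16 called, and 3, 3 and 0 lower adjusted over the list alone. Leaving out control vehicle 1 gave medians of -0.23, -0.50 and -0.084, and the camera adjusted p were 0.0518, 0.0533 and 0.184. Without control vehicle 1, 2 and 3, oligodendrocyte and choroid plexus markers were still called (-0.21 and -0.52, camera adjusted p = 9.23e-04 and 3.95e-04). Those of thalamus, ependyma, cerebellum and striatum were not.

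The study named several gene groups as changed in MIR offspring, and since it chose them on this experiment their direction here is not independent evidence. Of 11 autism genes in its text (its supplement lists more), Plaur, the urokinase receptor gene, rose by 1.63 ± 0.29. The others were not called, while 5 higher and 6 lower passed when adjusted over the list alone. The fold changes were Tek at 0.57, Id1 at 0.54, Homer1 at 1.32 and Cdkn1a at 1.13 on the higher side. On the lower side were Tekt4 at -1.25, Cntnap3 at -1.03, Slc35d3 at -2.97, Grin2c at -1.03, Chd7 at -1.93 and Neurod1 at -2.12. Camera tests 1 direction, so its adjusted p of 0.265 (0.629 with an estimated correlation) cannot judge a list of both directions. Of the 11 tested channel, receptor and transcription factor genes named as higher, 0 were called and 9 higher and 2 lower passed adjusted over the list alone (median 0.68, camera adjusted p = 5.18e-06, or 0.0327 with an estimated correlation). Values among them included Runx2 at 0.81, E2f8 at 2.82, Trpc6 at 0.68, Tcf19 at 0.72, Slco2b1 at 0.65, Kcnh3 at 0.55, Kcnv1 at 0.78 and Cacnb3 at 0.60, while Slc22a3 and Slc22a4 stood at -1.5 and -1.27. Of the 24 tested genes named as lower, Clic6 was called and 23 passed adjusted over the list alone (median -1.39, camera adjusted p = 5.49e-14, or 0.0327 with an estimated correlation). The fold changes of the transcription factor and receptor genes among them included Nkx2-2 at -0.60, Myt1 at -1.62, Eya2 at -1.07, Gabrq at -2.72, Grik1 at -0.31, Grik2 at -0.56, Grin2c at -1.03 and Grm4 at -1.41. Those of the channel and transporter genes included Trpc7 at -1.41, Trpv1 at -4.05, Trpm3 at -0.76, Slc35d3 at -2.97, Kcne1l at -2.14, Kcnj5 at -2.41, Kcnab1 at -0.64, Kcnk10 at -1.02, Kcnj13 at -2.05, Slc8a3 at -0.57, Cacng5 at -1.37 and Cacna2d2 at -0.96. Without control vehicle 1 and control vehicle 2, each left out alone, the median of this list was -0.82 and -0.77, and without control vehicle 1, 2 and 3 it was -0.37 (camera adjusted p = 1.29e-08). Those 3 libraries left out, fold changes were -0.40 for Slc35d3, -0.0070 for Grin2c, 0.058 for Chd7, -0.30 for Neurod1, -0.88 for Gabrq, -0.16 for Grik2, 0.049 for Grm4 and 0.15 for Cacna2d2, and over the comparisons 33 of 70 uncalled named values moved by more than the SE of their log2 fold change. Some uncalled genes were called when 1 library was left out (adjusted p in parentheses). Among them were Trpv1 (0.0460) without control vehicle 1, Tek and Cntnap3 (0.0495 each) without control vehicle 2 and Homer1 (0.0442) without control rapamycin 1. Without control vehicle 4 they included Homer1 (0.0356), Kcne1l (0.0371) and Cacng5 (0.0429). Without control vehicle 5 they included Tek (0.0472), Homer1 (0.0366), E2f8 (0.0449), Myt1 (0.0472), Kcne1l (0.0366) and Cacng5 (0.0384). Without MIR vehicle 2 they included Tek (0.0284), Homer1 (0.0417), Cdkn1a (0.0401), E2f8 (0.0136) and Slco2b1 (0.0300). The genes the study named as lowered or raised by rapamycin in MIR offspring had medians of 0.94 and -1.25 in MIR against control offspring, with camera adjusted p of 7.84e-11 and 2.55e-05 (adjusted p = 0.0327 for both with an estimated correlation), 1 and 1 called, and 8 and 5 adjusted over the list alone.

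**Figure D2:**
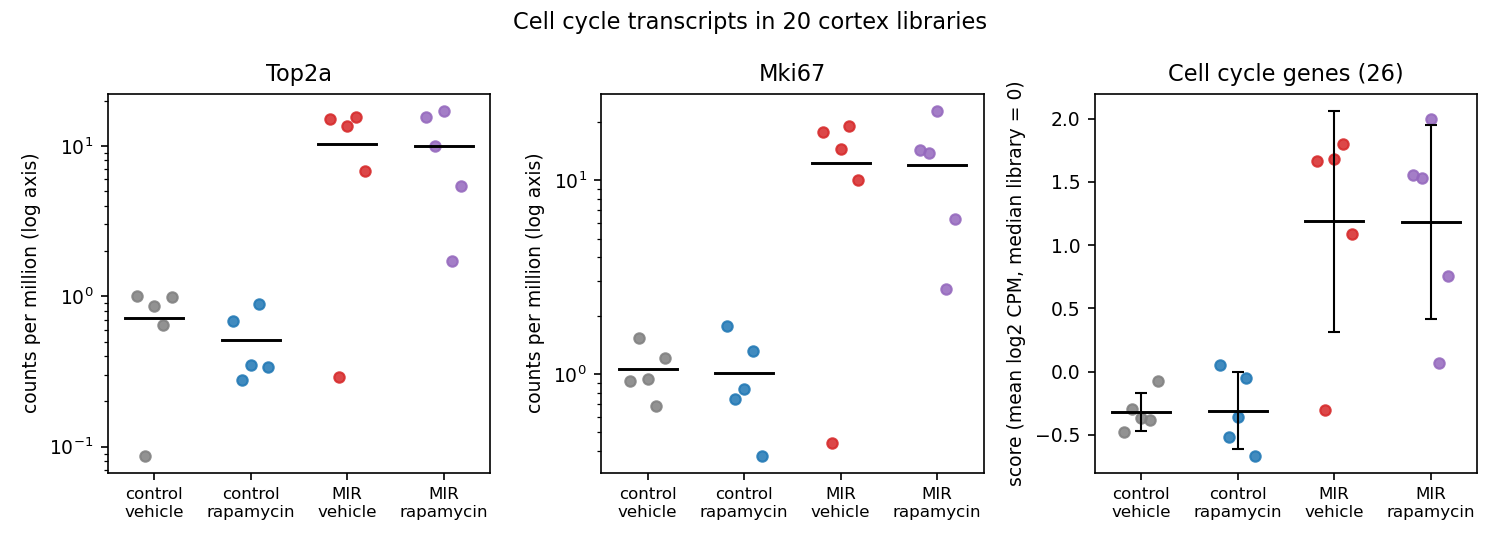
Top2a and Mki67 (y axis, CPM, log axis) and the score of the 26 cell cycle genes (y axis, mean log2 CPM with the median library at 0) in the 4 groups (x axis). Each point is a library and each black line a group mean, with the SD as an error bar for the score.

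The comparison of rapamycin with vehicle in control offspring asks what 2 hours of mTOR inhibition did in mice without prenatal inflammation. Genes that glucocorticoids induce rose: Map3k6, a stress-activated kinase, went from 2.45 ± 0.581 to 8.86 ± 2.45 CPM, Fkbp5, a co-chaperone of the glucocorticoid receptor, from 36.7 ± 14.0 to 103 ± 33.8 CPM, and the metallothionein gene Mt2 by a log2 fold change of 0.79 ± 0.13 (SE). Pla2g3, a secreted phospholipase, rose from 2.93 ± 0.485 to 10.6 ± 1.86 CPM. Among genes with a mean of at least 1 CPM, further large rises were in Lcn2 (3.98 ± 0.94), which encodes the iron-binding protein lipocalin 2, Lrg1 (2.16), F2rl2 (1.99), a thrombin receptor gene, Tekt4 (1.98), a tektin gene of cilia, and Scube1 (1.75). The largest falls were in Ttr (-8.66), Cbln3 (-8.56), Igkc (-6.37), Ifi44 (-5.50), an interferon-induced gene, Dnah11 (-5.34), Ltbp2 (-5.19), Mab21l1 (-4.86) and Clic6 (-4.72).

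Single control vehicle libraries carried most of these falls. Control vehicle 2 held 841 CPM of Cbln3, 162 of Igkc, 55.1 of Dnah11, 65.1 of Ltbp2, 26.9 of Mab21l1 and 9.95 of Ifi44, and control vehicle 3 held 1141 of Ttr. Without control vehicle 2 the log2 fold changes were -0.53 for Cbln3, -0.73 for Igkc, -3.26 for Ifi44, -1.26 for Dnah11 and -0.20 for Ltbp2 (adjusted p = 0.454, 0.459, 0.0530, 0.440 and 0.875), none of them called, and -3.08 for Mab21l1, which was still called. Without control vehicle 3 that of Ttr was -3.89, also still called. Dnah11 and Ltbp2 further missed the threshold when any 1 of control rapamycin 1, 3, 4 or 5 was left out (adjusted p = 0.0618, 0.0524, 0.0559 and 0.0623 for Dnah11, and 0.0530, 0.0574, 0.0574 and 0.0584 for Ltbp2), Ltbp2 also without control rapamycin 2 (0.0506), and Lcn2 without control rapamycin 3 (2.98, adjusted p = 0.0565).

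edgeR's quasi-likelihood test called 263 genes higher and 643 lower, with adjusted p of 0.00137 for Map3k6, 0.00137 for Pla2g3, 0.00477 for Fkbp5, 0.0203 for Lcn2, 0.00978 for Ttr and 0.0162 for Cbln3, and 4726 genes had an unadjusted p under 0.05. For Map3k6, Pla2g3, Fkbp5, Lcn2, Lrg1, F2rl2 and Scube1 all 5 control rapamycin libraries lay above all 5 control vehicle libraries, and for Tekt4 4 of the 5 did. Counts of calls fell to 531 without control vehicle 2 and to 483, 449, 541 and 521 without control rapamycin 1, 3, 4 and 5. Without control vehicle 1, 2 and 3 together 13 genes were higher and 23 lower, Pla2g3 and Map3k6 among the higher with log2 fold changes of 1.92 and 1.75 (adjusted p = 0.0264 and 0.0345), while Dnah11 and Ltbp2 turned to 0.63 and 0.32, neither called.

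Of the 20 glucocorticoid-responsive genes tested, 8 rose, 0 fell and 12 did not pass, and 10 rose when adjusted over the list alone, while 2 rose without control vehicle 1, 2 and 3, which leaves 2 control vehicle libraries. Klf9, a transcription factor gene that glucocorticoids induce, rose by 0.53 ± 0.09 along with Map3k6, Fkbp5 and Mt2. The list's median was 0.54 (camera adjusted p = 1.68e-10, or 0.151 with an estimated correlation), and without control vehicle 1, 2 and 3 it was 0.52 (camera adjusted p = 9.88e-10). Interferon-stimulated genes fell, 9 of 18 called and 15 adjusted over the list alone, with Ifit1 at -3.31, Gbp2 at -1.64 and Usp18 at -3.44. Their median was -1.79 (camera adjusted p = 1.39e-06, or 0.498 with an estimated correlation), with a score of 2.61 in control vehicle 2, a median of -0.75 without that library and -0.77 without control vehicle 1, 2 and 3. Oligodendrocyte markers fell, 7 of 16 called and 11 adjusted over the list alone, with Opalin, a protein of myelinating oligodendrocytes, at -1.96, Aspa at -1.13 and Ugt8a, an enzyme of myelin lipid synthesis, at -1.11. Their median was -0.77 (camera adjusted p = 1.40e-06, or 0.547 with an estimated correlation), with a score of 1.61 in control vehicle 1, a median of -0.44 without that library and -0.55 without control vehicle 1, 2 and 3. Immediate early genes had 3 of 33 called, Maff (1.59), Nptx2 (1.08) and Inhba (0.80), and 3 adjusted over the list alone, and a median of 0.21 (camera adjusted p = 0.00253, or 0.774 with an estimated correlation). That call was lost at a camera adjusted p of 0.119 without control vehicle 1, 0.0617 without control vehicle 2 and 0.157 without control rapamycin 2, with medians of 0.10, 0.06 and -0.14, the median was 0.34 without control vehicle 4 and 0.48 without control vehicle 5, and without control vehicle 1, 2 and 3 it turned to -0.32 (camera adjusted p = 0.00549).

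Region markers were lower, beside the scores of control vehicle 1, 2 and 3 given above. For choroid plexus 5 of 10 fell, Clic6, Ttr, Sostdc1 (-3.74) and Prlr (-2.94) among them, 8 adjusted over the list alone (median -2.65, camera adjusted p = 0.00112, or 0.498 with an estimated correlation), with a median of -0.75 without control vehicle 3. For thalamus 4 of 11 fell, Zic1 at -3.72 and Calb2, the calretinin gene, at -1.91, 6 adjusted over the list alone (median -0.79, camera adjusted p = 0.00234, or 0.151 with an estimated correlation), with a median of -0.47 without control vehicle 1 and of -0.31 (camera adjusted p = 0.0652) without control vehicle 1, 2 and 3. For cerebellum 6 of 9 fell, Cbln1 at -4.42 and En2 at -4.63, 8 adjusted over the list alone (median -1.99, camera adjusted p = 0.0157, or 0.748 with an estimated correlation), with a median of -0.33 (camera adjusted p = 0.332) without control vehicle 2 and of -0.23 (0.190) without all 3. Upper-layer neuron markers had 1 of 10 called, Stard8 (0.92), and 1 adjusted over the list alone (median 0.58, camera adjusted p = 0.00591, or 0.498 with an estimated correlation), with a median of 0.31 without control vehicle 1 and of 0.23 (camera adjusted p = 0.153) without control vehicle 1, 2 and 3. Epilepsy genes had 1 of 29 called higher, and 1 adjusted over the list alone (median 0.16, camera adjusted p = 0.00177, or 0.375 with an estimated correlation), with a median of 0.08 (camera adjusted p = 0.153) without control vehicle 1, 2 and 3. Of the 36 mTOR pathway components none was called, 0 adjusted over the list alone, and Sesn2, a stress-induced inhibitor of the pathway, stood at 0.30 (median 0.07, camera adjusted p = 0.0226, or 0.151 with an estimated correlation), a call lost without control vehicle 1 (camera adjusted p = 0.0624) and without control vehicle 1, 2 and 3 (0.190). Sodium channels had 1 of 16 called, Scn10a (2.72), and 2 adjusted over the list alone (median 0.02, camera adjusted p = 0.0465, or 0.375 with an estimated correlation). The list lost this call at a camera adjusted p of 0.216, 0.0693 and 0.0675 without control vehicle 2, 3 and 5. It also lost the call at 0.0624, 0.0639, 0.0550 and 0.0548 without control rapamycin 1, 2, 3 and 5. Its median was 0.27, -0.029, 0.071, 0.041 and -0.0040 without control vehicle 1, 2, 3, 4 and 5 and 0.011, -0.025, -0.0014, 0.081 and 0.0007 without control rapamycin 1, 2, 3, 4 and 5, so its direction is open. The channel, receptor and transcription factor lists that the study named in MIR offspring, not independent evidence, had 4 of 11 higher and 13 of 24 lower here (7 and 22 adjusted over the list alone), medians of 0.66 and -0.95, camera adjusted p of 0.00111 and 5.72e-07 and adjusted p = 0.151 for both with an estimated correlation, and the lower one a median of -0.63 without control vehicle 1.

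The comparison of rapamycin with vehicle in MIR offspring asks which transcripts acute mTOR inhibition moved where prenatal inflammation had gone before, and 3 genes were called. Cxcl12, which encodes a chemokine that guides neurons and leukocytes and supports synaptic signalling (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367, plus strand in mm10), fell from 86.3 ± 8.81 to 43.0 ± 6.03 CPM (n = 5 each). Syn3, the gene of the synaptic vesicle protein synapsin III (ENSMUSG00000059602, chromosome 10, 86055125 to 86498896, minus strand), rose from 13.8 ± 1.35 to 25.2 ± 1.57 CPM. Hif3a (ENSMUSG00000004328, chromosome 7, 17031507 to 17062427, minus strand) rose from 6.24 ± 1.17 to 14.2 ± 2.93 CPM, having been lower in MIR than in control offspring under vehicle. Control offspring moved the same way, from 77.9 ± 4.16 to 47.9 ± 6.70 CPM for Cxcl12 and from 16.8 ± 1.85 to 26.2 ± 3.73 CPM for Syn3, both called there, and from 12.1 ± 1.93 to 17.8 ± 4.40 CPM for Hif3a, which was not called there (edgeR adjusted p = 0.0571). The span of Syn3 holds 3 other annotated genes, all on the opposite strand, among them Timp3, whose log2 fold change was -0.08 in MIR and -0.25 in control offspring, and the sources used here do not state whether the authors counted by strand.

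The log2 fold changes by edgeR's quasi-likelihood test were -1.0 ± 0.11 (SE, adjusted p = 1.57e-04) for Cxcl12, 0.87 ± 0.10 (adjusted p = 5.07e-04) for Syn3 and 1.19 ± 0.18 (adjusted p = 0.0149) for Hif3a, and for each gene all 5 MIR rapamycin libraries lay beyond all 5 MIR vehicle libraries. In all 2 genes were called higher, 1 lower, and 864 had an unadjusted p under 0.05, while DESeq2, edgeR's likelihood ratio test and limma voom called 35, 28 and 59. That 864 lies at 5% of the genes tested, 865.65. Other splits of these libraries, given below, reached at most 762, so 5% is not what chance gives here. Leaving out 1 library gave 9 calls without control vehicle 1, 16 without control vehicle 2, 5 without control rapamycin 1 and 7 without MIR vehicle 4, and Hif3a missed the threshold at an adjusted p of 0.0659 without MIR vehicle 1, 0.0952 without MIR vehicle 3, 0.0762 without MIR rapamycin 2 and 0.0562 without MIR rapamycin 3. Without control vehicle 1, 2 and 3, which are not in this comparison but enter the gene filter, the scaling and the shared estimate of spread, 22 genes were called, with adjusted p of 3.58e-04 for Cxcl12 and Syn3 and 0.00737 for Hif3a.

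Glucocorticoid-responsive genes were shifted upward after rapamycin in MIR offspring too, with Hif3a called of 20, 7 higher adjusted over the list alone, and a median of 0.25 (camera adjusted p = 5.08e-11, or 0.129 with an estimated correlation). Plin4, a lipid droplet gene, stood at 2.28 (adjusted p = 0.0701), Fkbp5 at 1.28 (0.0793) and Mt2 at 0.69 (0.0793), and all 5 MIR rapamycin libraries lay above all 5 MIR vehicle libraries for Fkbp5. Immediate early genes had a median of -0.72 (camera adjusted p = 1.98e-10, or 0.427 with an estimated correlation), with 0 of 33 called and 0 adjusted over the list alone, Klf4 at -1.02, Cyr61 at -1.79, Sik1 at -1.01 and Junb at -1.03. Markers of pericytes and smooth muscle, the contractile cells of vessel walls, had a median of -0.44 (camera adjusted p = 2.66e-10, or 0.0771 with an estimated correlation), with 0 of 10 called and 4 adjusted over the list alone, Vtn at -0.50 and Rgs5 at -0.38. Endothelial markers had a median of -0.16 (camera adjusted p = 2.35e-06, or 0.272 with an estimated correlation), 0 of 16 called and 3 adjusted over the list alone, Tek at -0.60 and Kdr at -0.54. Heat shock genes had a median of -0.27 (camera adjusted p = 2.90e-04, or 0.302 with an estimated correlation), 0 of 12 called and 1 adjusted over the list alone, with Hspb1 at -1.04. Of the blood cytokine list, the 4 tested genes stood at Lif at -1.02, Vegfa at -0.35, Csf1 at -0.18 and Cxcl10 at -1.19 (camera adjusted p = 0.00114, or 0.0771 with an estimated correlation), none called and 1 adjusted over the list alone. The haemoglobin and blood genes had a median of -0.74 (camera adjusted p = 9.66e-04, or 0.350 with an estimated correlation), none of 4 called and 0 adjusted over the list alone, and a median of -1.16 without MIR rapamycin 2.

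Camera also called lower medians for interferon-stimulated genes (-0.44), microglia (-0.25), oligodendrocytes (-0.31) and cholesterol synthesis genes (-0.11), with no gene called and 0, 0, 0 and 0 adjusted over the list alone. Their camera adjusted p were 0.00634, 0.00320, 0.00320 and 0.0317 (adjusted p = 0.840, 0.677, 0.840 and 0.720 with an estimated correlation). Interferon-stimulated genes lost the call at a camera adjusted p of 0.0791 and 0.0595 without MIR vehicle 1 and 5. They also lost it at 0.251 and 0.0754 without MIR rapamycin 2 and 4. Microglia lost it at 0.153 without MIR vehicle 1 and 0.124 without MIR rapamycin 4. Oligodendrocytes lost it at 0.347 and 0.325 without MIR vehicle 1 and 4. Cholesterol synthesis did at 0.0508 without control vehicle 1 and at 0.148, 0.325 and 0.0871 without MIR vehicle 2, 4 and 5. It also did at 0.422 and 0.0874 without MIR rapamycin 1 and 5. Their medians were -0.24 for interferon-stimulated genes, -0.14 for microglia and -0.18 for oligodendrocytes without MIR vehicle 1, -0.18 for oligodendrocytes and -0.058 for cholesterol synthesis without MIR vehicle 4, -0.17 for cholesterol synthesis without MIR vehicle 3, and -0.29 for interferon-stimulated genes without MIR rapamycin 4. The study's own lists, not independent evidence, gave these values: of 8 genes named as lowered none was called and 7 passed adjusted over the list alone, with Tek at -0.60, Plaur at -1.02, Id1 at -0.77, Nes at -0.85, Gem at -1.85, Tiparp at -0.86, Apold1 at -1.40 and Cdkn1a at 0.13 (median -0.85, camera adjusted p = 4.09e-14, or 0.0182 with an estimated correlation). Of 5 named as raised, Hif3a was called and 3 passed adjusted over the list alone, with Tekt4 at 1.91, Plin4 at 2.28, Chd7 at -0.19 and Cntnap3 at 0.03 (median 1.19, camera adjusted p = 6.89e-08, or 0.00536 with an estimated correlation). Leaving out 1 library brought to a call Tek and Nes without control vehicle 2 (adjusted p = 0.0484 and 0.0495). It did so for Plin4 without control vehicle 1 or 2 or MIR vehicle 4 (0.00894, 0.00774, 0.0384).

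**Figure D3:**
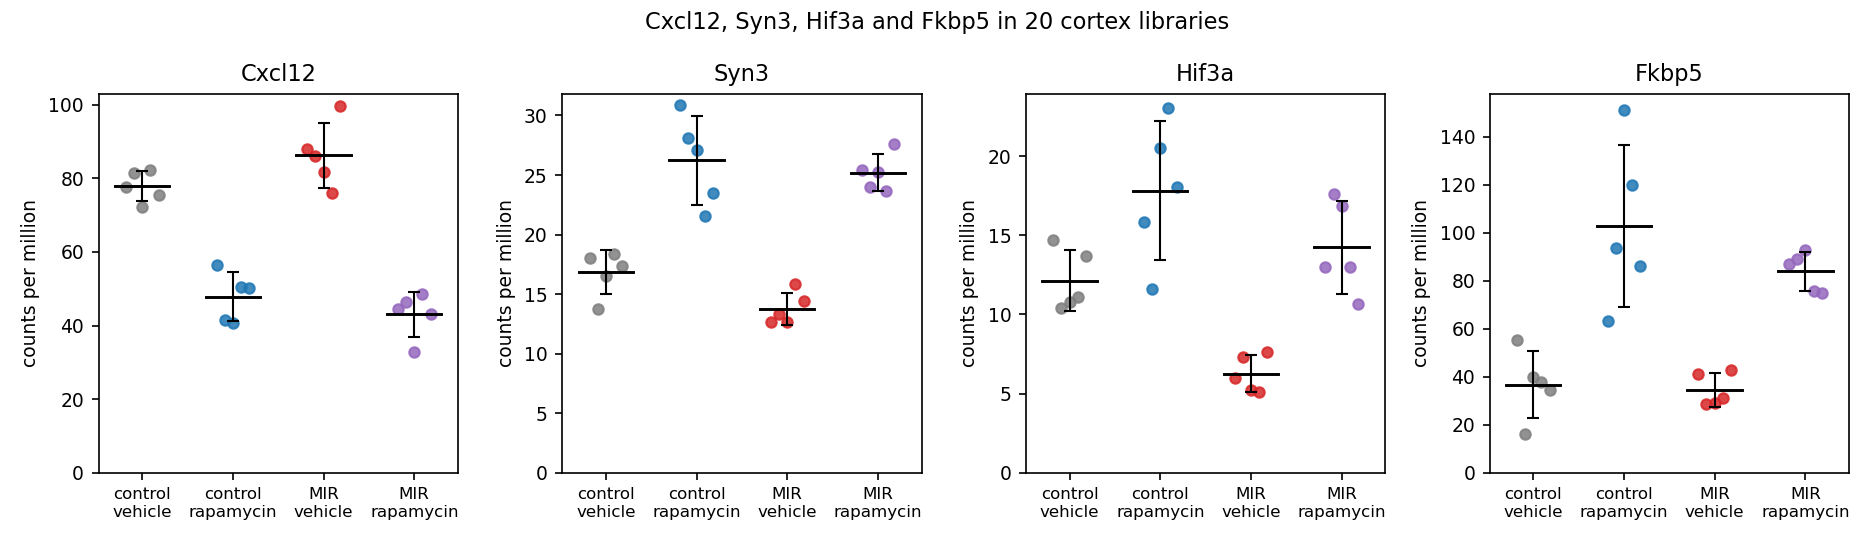
Cxcl12, Syn3, Hif3a and Fkbp5 (y axis, CPM) in the 4 groups (x axis). Each point is a library, each black line a group mean and each bar its SD. In MIR offspring the 5 rapamycin libraries lie below the 5 vehicle libraries for Cxcl12 and above them for Syn3, Hif3a and Fkbp5.

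The comparison of MIR with control offspring under rapamycin asks whether they still differed after the drug. Cell cycle transcripts again stood higher in MIR offspring, with Top2a at 9.97 ± 6.54 CPM in MIR rapamycin and 0.509 ± 0.268 CPM in control rapamycin libraries and Mki67 at 12.0 ± 7.81 and 1.01 ± 0.542 CPM, all 5 MIR libraries above all 5 control libraries for both. The log2 fold changes with the smallest p were 4.29 ± 0.78 for Top2a, 3.59 for Mki67, 4.20 for Bub1b, a mitotic checkpoint kinase, and 2.30 for Prc1, and on the lower side -0.57 ± 0.11 for Pnpla2, a triglyceride lipase, -0.48 for Chst12, -0.55 for Tsc22d3 and -0.63 for Klf15, both of them genes that glucocorticoids induce. None passed edgeR's quasi-likelihood test (adjusted p = 0.10 for Top2a and Pnpla2, 0.110 for Chst12, 0.124 for Tsc22d3 and 0.128 for Klf15), which called 0 genes, while 1745 had an unadjusted p under 0.05 and DESeq2, edgeR's likelihood ratio test and limma voom called 88, 90 and 119. The count was 35 without MIR vehicle 2 and 35 without MIR rapamycin 4 (adjusted p of Top2a 0.00428 and 0.0149), and 31 without control vehicle 1, 2 and 3, when Top2a, Mki67, Prc1, Bub1b, Pnpla2 and Tsc22d3 all reached an adjusted p of 0.0458.

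Of 26 cell cycle genes, 20 were higher adjusted over the list alone, with a median of 1.66 (camera adjusted p = 9.07e-18, or 0.252 with an estimated correlation). Microglia markers had a median of 0.42 (camera adjusted p = 3.85e-07, or 0.252 with an estimated correlation), 5 of 18 adjusted over the list alone, with Ptprc, the CD45 antigen of blood-derived cells, at 1.14 and Itgam at 0.73. Endothelial markers had a median of 0.21 (camera adjusted p = 9.63e-07, or 0.252 with an estimated correlation), 5 of 16 adjusted over the list alone, with Tek at 0.64, and a median of 0.12 without MIR rapamycin 1. Interferon-stimulated genes had a median of 1.07 (camera adjusted p = 9.63e-07, or 0.459 with an estimated correlation), 3 of 18 adjusted over the list alone, with Irf7, a regulator of the interferon response, at 2.23 and Isg15 at 1.99. Lower medians stood at -0.39 for glucocorticoid-responsive genes (camera adjusted p = 8.29e-09, or 0.252 with an estimated correlation), 4 of 20 adjusted over the list alone with Map3k6 at -0.94, and at -1.17 for blood genes (camera adjusted p = 1.27e-04, or 0.252 with an estimated correlation), 2 of 4 adjusted over the list alone with Hba-a1, a haemoglobin gene, at -1.32. Cholesterol synthesis genes, calcium channels, sodium channels and autism risk genes had medians of -0.14, -0.17, -0.17 and -0.06, camera adjusted p of 0.00439, 0.0178, 0.0427 and 0.0494 (adjusted p = 0.538, 0.252, 0.252 and 0.656 with an estimated correlation), and 0 genes of each adjusted over the list alone. These 4 calls rested on single libraries. The camera adjusted p was 0.0512 for cholesterol synthesis without MIR rapamycin 1 and 0.124 for calcium channels without control rapamycin 1. Sodium channels had 0.0602, 0.0654 and 0.0699 without control rapamycin 1, 3 and 5, and 0.0512 and 0.0566 without MIR rapamycin 1 and 2. Autism risk genes had 0.330 and 0.199 without control rapamycin 2 and 3, and 0.116, 0.0879 and 0.148 without MIR rapamycin 1, 2 and 3. The median of calcium channels was -0.095 and that of sodium channels -0.092 without control rapamycin 1, and that of autism risk genes -0.0011 without control rapamycin 2, -0.034 without control rapamycin 3, and -0.028, -0.092 and -0.089 without MIR rapamycin 1, 4 and 5.

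The interaction asks whether rapamycin acted differently in MIR and control offspring, and is the rapamycin effect in MIR offspring minus that in control offspring. No gene passed edgeR's quasi-likelihood test, where the smallest adjusted p was 0.318, while 2200 genes had an unadjusted p under 0.05 and DESeq2, edgeR's likelihood ratio test and limma voom called 7, 11 and 0. The genes with the smallest p were, on the lower side, Zfpm1 (-1.06 ± 0.19), a cofactor of GATA transcription factors, Fstl4 (-1.11), and Jdp2 (-1.43) and Maff (-2.32), both of the basic leucine zipper family, and on the higher side Sntb1 (1.20 ± 0.27), Ndnf (0.80), Clic6 (4.99) and Mab21l1 (5.58). Without control vehicle 5 Zfpm1 was called (adjusted p = 0.0459), and without control vehicle 1, 2 and 3 0 genes were, with Clic6 at 2.26, Mab21l1 at 2.11, Zfpm1 at -0.81 and Maff at -2.40. For Hif3a the interaction was not called, so its call in MIR offspring and not in control offspring does not show a difference between them. Immediate early genes had a median of -1.03 (camera adjusted p = 2.35e-10, or 0.424 with an estimated correlation), none of 33 called and 1 adjusted over the list alone, and of -0.30 (camera adjusted p = 0.127) without control vehicle 1, 2 and 3.

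Averaged over both kinds of offspring, rapamycin raised 61 genes and lowered 184 by edgeR's quasi-likelihood test. Tekt4 rose by 1.95 ± 0.31 (adjusted p = 0.00168), Plin4 by 1.87 ± 0.28 (0.00102) and Lcn2 by 2.31 ± 0.60 (0.0439). The interferon-induced genes Ifi44 and Iigp1 stood at -3.03 and -2.03, St18, a transcription factor gene, at -1.90, and Itgal, the alpha chain of a leukocyte integrin, at -1.84, all called. The count without control vehicle 1, 2 and 3 was 169, with Tekt4, Plin4, St18 and Itgal still called at 2.11, 1.93, -1.16 and -1.64, and Lcn2, Ifi44 and Iigp1 not (adjusted p = 0.145, 0.246 and 0.104). Of 20 glucocorticoid-responsive genes 9 rose and 0 fell, Map3k6 by 1.38, Fkbp5 by 1.39, Mt2 by 0.74 and Mt1 by 0.62, and 10 rose adjusted over the list alone (median 0.51, camera adjusted p = 1.07e-14, or 0.0863 with an estimated correlation).

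The count of 245 was 147 and 160 without control rapamycin 3 and 5, 160 and 151 without MIR vehicle 1 and 4, and 148, 158 and 150 without MIR rapamycin 2, 3 and 4. Lcn2 lost its call in this average without any 1 of the 15 libraries other than control rapamycin 1, 2, MIR vehicle 2, 5 and MIR rapamycin 5 (adjusted p = 0.0531 to 0.0969), Ifi44 without any 1 of the 13 libraries other than control vehicle 1, 3, 4, 5, control rapamycin 1, MIR vehicle 2 and MIR rapamycin 1 (adjusted p = 0.0564 to 0.0888), Iigp1 without any 1 of the 14 libraries other than control vehicle 1, 3, 4, 5, control rapamycin 1 and MIR vehicle 2 (adjusted p = 0.0549 to 0.0870) and Itgal without any 1 of the 12 libraries other than control vehicle 1, 3, 4, 5, control rapamycin 4, MIR vehicle 1, 2 and MIR rapamycin 5 (adjusted p = 0.0524 to 0.0983).

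Across the 17313 genes, which are not independent replicates, rapamycin fold changes in control and MIR offspring had a Pearson r of 0.216 and a Spearman rho of 0.161, with a covariance of 0.0290. These comparisons share no library, simulated unchanged groups gave a mean r of -0.00381, and without MIR vehicle 4 r was 0.0955. Called in both were Syn3, higher, and Cxcl12, lower, where independent lists would share 0.0304 and 0.0371 genes. MIR fold changes under vehicle and under rapamycin had an r of 0.210 and a rho of 0.0115, with a covariance of 0.0354, against a simulated mean r of 0.00476, and 48.3% of genes had the same sign against 49.3% to 50.7% in the simulations, and r was 0.359 without control vehicle 2. MIR fold changes under vehicle and rapamycin fold changes in MIR offspring share the MIR vehicle libraries with opposite sign, so unchanged groups give a negative correlation. The observed r was -0.176 (rho -0.230) with a covariance of -0.0216, while the simulation gave -0.506 and -0.0362, and 59.0% of genes had opposite signs against 66.8% simulated. With the MIR vehicle libraries split between the comparisons, 20 splits gave a mean r of 0.0339 (-0.0871 to 0.134), a mean covariance of 0.00591 and no gene called in opposite directions. Hif3a, lower in MIR offspring and higher after rapamycin, was the gene called in opposite directions. Independent lists are no benchmark, as the comparisons share libraries. That count of 1 was 0 without control vehicle 1 or 3, control rapamycin 2, 3, 4 or 5, MIR vehicle 1, 3, 4 or 5, or MIR rapamycin 1, 2 or 3, and 2 without control vehicle 2.

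MIR fold changes under vehicle and rapamycin fold changes in control offspring share the control vehicle libraries. Their r was 0.685 (rho 0.604) with a covariance of 0.172, against 0.495 and 0.0352 simulated. The same sign held for 72.6% of genes (66.6% simulated). Plaur and Tmem198 were higher and Arhgef16, Clic6, Mab21l1 and Mrvi1 lower in both. Shared libraries with region markers may give this excess over simulation. With the control vehicle libraries split between the comparisons, 20 splits gave a mean r of 0.165 (0.0188 to 0.304), a mean covariance of 0.0462, between 0 and 22 genes called the same way (median 1) and up to 9 in opposite directions.

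**Figure D4:**
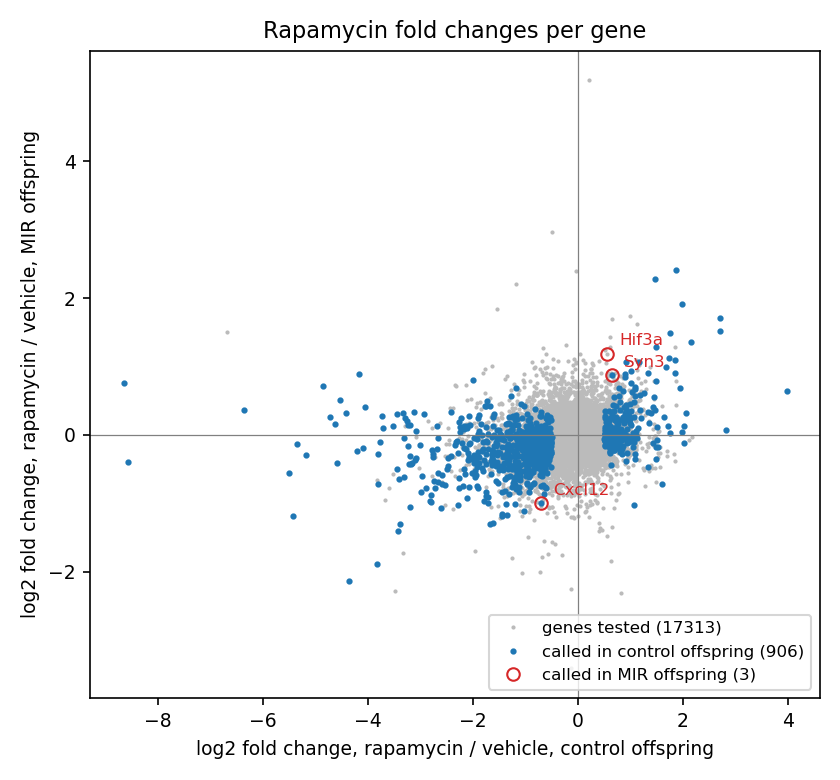
Log2 fold change after rapamycin in control offspring (x axis) and in MIR offspring (y axis), 1 point for each of the 17313 genes tested. Blue points are the 906 genes called in control offspring and red circles the 3 called in MIR offspring.

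Of the 46 lists, 19 were called by camera in none of the 6 comparisons. Their smallest camera adjusted p in any comparison was 0.0552 for the autism genes the study named, whose mixed directions camera cannot judge. It was 0.0603 for potassium channels, 0.0639 for oligodendrocyte precursors and for astrocytes, and 0.0850 for ATF4 and amino acid stress targets. It was 0.116 or more for autophagy and lysosome genes, cytosolic ribosomal proteins, reactive astrocyte genes, GABA genes, and glutamate receptors and vesicular transporters. The same held for TRP channels, hypoxia genes, circadian genes, mitochondrially encoded genes, meningeal fibroblasts, hippocampus, hypothalamus, deep-layer excitatory neurons and interneurons.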

Values the study reported

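The study's methods gave 12 MIR and 12 control mice for bulk sequencing. The note to its table of bulk sequencing gave 8 animals in each group and treatment, and genes in that table had a log fold change over 1, a p under 0.05 and a false discovery rate under 0.1. Among autism genes the study named TEK, PLAUR, CDKN1A and ID1 as overexpressed in MIR mice and brought back by rapamycin, and TEKT4, CHD7 and CNTNAP3 as underexpressed and brought back.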

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

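The tests of tissue from other regions, of a response that differs, of neuroblast markers, of the correlation with microglia and of time of day were chosen after the results were seen, and the tests of depth, of monocyte markers and of other splits were set beforehand. In the 4 groups of 5 libraries, 360 values were tested for a single library far from the rest, and 40 passed where chance gives 1 in 20, or 18, with 12 in control vehicle 2, 9 in control rapamycin 1 and 4 in MIR vehicle 1, but 23 of the 40 are CPM of genes named for the size or the p of their change, which a single library can bring about, so this excess is no test against chance. Control vehicle 2 had scores of -0.21 for cholesterol synthesis and SREBP targets, 2.61 for interferon-stimulated genes, -0.23 for hypoxia genes and 4.90 for cerebellum. It held 26.9 CPM of Mab21l1, 841 of Cbln3, 162 of Igkc and 9.95 of Ifi44. It also held 55.1 CPM of Dnah11, 65.1 of Ltbp2, 11.8 of Iigp1 and 93.2 of St18. Control rapamycin 1 had 22326 genes detected and scores of 0.26 for calcium channels and -1.08 for mitochondrially encoded genes. It held 3.43 CPM of Mrvi1, 3.66 of F2rl2, 185 of Scube1, 0.686 of Ltbp2, 87.5 of Zfpm1 and 1.03 of Iigp1. MIR vehicle 1 had 6.54% for the mitochondrial share, 2.07% for the Gm42418 share, 9.21% for the share of the 10 highest genes and a score of 0.59 for mitochondrially encoded genes. The others were control rapamycin 2 with a score of 0.14 for sodium channels, control rapamycin 4 with a score of -0.018 for epilepsy genes, a score of 1.37 for striatum and 0.894 CPM of Itgal, control vehicle 1 with a score of 4.59 for striatum, a score of 2.95 for hypothalamus and 7.23 CPM of Mrvi1, MIR vehicle 4 with a score of 0.81 for striatum and control vehicle 4 with 0 CPM of Lcn2. They were also control rapamycin 3 with 5.19 CPM of Lcn2, control vehicle 5 with 1.68 CPM of F2rl2, MIR rapamycin 2 with 145 CPM of Scube1 and 6.42 CPM of Ttr, control vehicle 3 with 1141 CPM of Ttr and MIR rapamycin 5 with 46.1 CPM of Zfpm1.

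Rapamycin effects differed between MIR and control offspring for 13 lists by camera on the interaction, none of them with an estimated correlation (adjusted p = 0.308 to 0.591 with an estimated correlation). The median log2 fold change of the interaction, with the camera adjusted p in parentheses, was -1.03 for immediate early genes (2.35e-10), -0.25 for glucocorticoid-responsive genes (0.0172), -0.14 for epilepsy genes (0.0108), -0.21 for heat shock genes (0.0477), -1.21 for the study's genes lowered by rapamycin (7.93e-07), -0.65 for its genes higher in MIR (0.00263) and -0.49 for upper-layer excitatory neurons (0.0109). On the other side it was 1.51 for interferon-stimulated genes (0.00291), 1.02 for its genes lower in MIR (1.21e-06), 0.51 for oligodendrocytes (0.00330), 2.00 for choroid plexus (4.51e-04), 0.68 for thalamus (0.0303) and 1.94 for cerebellum (0.0369). Single libraries ended some calls (camera adjusted p in parentheses). Glucocorticoid-responsive genes lost theirs without control vehicle 2 (0.156) or control rapamycin 3 (0.112) or 4 (0.0581). Heat shock genes did without control vehicle 1 (0.0560), 2 (0.158) or 3 (0.0627) or control rapamycin 2 (0.113), 3 (0.0600) or 5 (0.0706). They also did without MIR vehicle 1 (0.0990) or 3 (0.0664) or MIR rapamycin 2 (0.0862) or 3 (0.0563). Interferon-stimulated genes did without control vehicle 2 (0.156) and oligodendrocytes without control vehicle 1 (0.135). Thalamus did without control vehicle 1 (0.0945), control rapamycin 4 (0.0581) or MIR rapamycin 1 (0.0524). Cerebellum did without control vehicle 2 (0.656), control rapamycin 3 (0.0600) or 4 (0.0518) or MIR vehicle 1 (0.0586). The median moved by over 1.5 times for glucocorticoid-responsive genes to -0.16 without control vehicle 2 and -0.16 without control rapamycin 3, for heat shock genes to -0.32 without MIR vehicle 4, for upper-layer excitatory neurons to -0.31 without control vehicle 1, for interferon-stimulated genes to 0.42 without control vehicle 2, for the study's genes lower in MIR to 0.60 without control vehicle 1, for oligodendrocytes to 0.18 without control vehicle 1, for choroid plexus to 0.55 without control vehicle 3 and 3.14 without MIR vehicle 1 and for cerebellum to 0.15 without control vehicle 2. Leaving out control vehicle 1, 2 and 3 together ended 8 of the 13 calls, with a camera adjusted p of 0.127 for immediate early genes, 0.127 for glucocorticoid-responsive genes, 0.266 for epilepsy genes, 0.779 for heat shock genes, 0.266 for upper-layer excitatory neurons, 0.309 for interferon-stimulated genes, 0.267 for thalamus and 0.691 for cerebellum.

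More genes were called for rapamycin in control offspring (906) than in MIR offspring (3), while the interaction called 0 genes by edgeR's quasi-likelihood test, 2200 at an unadjusted p under 0.05, 7 by DESeq2, 11 by the likelihood ratio test and 0 by voom, and the order of the counts turned with only the compared groups in the fit (13 and 31) and with striatum, cerebellum and choroid plexus covariates (1 and 19). A difference in depth as the whole cause was argued against, since 869 genes were still called in control offspring with every library thinned to the smallest total. Tissue of other brain regions in control vehicle 1, 2 and 3 may account for most of the count: without them 36 genes were called, fewer than with any of the other 9 ways of leaving out 3 of the 5 control vehicle libraries (64 to 3659), and the next lowest, 64 and 94, also left out control vehicle 1 and 2. A response that differs between the offspring cannot be told apart from this, as only 2 control vehicle libraries are then left: 1349 interaction genes had an unadjusted p under 0.05 where 5% of the genes tested are 899.6, and edgeR's quasi-likelihood test called 0.

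Cell cycle genes were higher in MIR libraries, 9 of 10 above the highest control library. Tissue of the neurogenic zone beside the ventricle was argued against, since the median log2 fold change of the 12 neuroblast markers tested, of 14, was 0.027 under vehicle and -0.046 under rapamycin. Dividing cells of a microglial or another myeloid kind may contribute: over the 10 MIR libraries the cell cycle and microglia scores had r = 0.869 (p = 0.00189) and rho = 0.733 (p = 0.0202), the only relation tested (two-sided permutation tests, 100000 permutations), and r = 0.939 with group means removed, with Csf1r among the abundant microglial markers (75.2 CPM in control and 118 in MIR vehicle libraries). Without MIR vehicle 2 and MIR rapamycin 4, the libraries farthest from the median, r was 0.629 (exact permutation p = 0.103), and 0.731 with group means removed, so the test does not pass with 8 libraries and this is left open. Monocytes or macrophages from outside the brain cannot be told apart either, with medians of 0.070 under vehicle and 0.62 under rapamycin over 7 tested of 14 markers, the highest Fn1 (79.9 CPM in control and 114 in MIR vehicle libraries), and an effect of prenatal inflammation itself stays open and untested.

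Glucocorticoid-responsive genes were shifted upward after rapamycin in both kinds of offspring by camera with a correlation of 0.01, with 8 of 20 called in control offspring and Hif3a alone of 20 in MIR offspring (adjusted p = 0.151 and 0.129 with an estimated correlation). Tissue of other brain regions in control vehicle 1, 2 and 3 was argued against as the cause in control offspring. The median log2 fold change was 0.52 without them and 0.54 with them. Without them 2 of the 20 were called, with 2 control vehicle libraries left. Time of day at collection may add to it and cannot be told apart, because collection times are not in the labels: the 15 circadian genes outside the list had a median absolute log2 fold change of 0.164 in control and 0.0938 in MIR offspring. A response to rapamycin, and a change in circulating glucocorticoid through handling or drug, stay open, and hormone levels were not analysed here.

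The libraries were put into 100 splits with groups of the same sizes, the real split included. At most 3 of the 100 reached the real count of genes in a single comparison. Where the real split called no gene, genes at an unadjusted p under 0.05 were counted instead. For MIR under rapamycin another split called 1 gene where the real split called 0. For MIR against control under vehicle 3 of 100 splits gave as many calls as the real 17, the highest other 24. For the others the real split alone (1 of 100) did: rapamycin in control offspring 906 against at most 34, rapamycin in MIR offspring 3 against 1 and the average effect 245 against 2. For calls in opposite directions the real split gave 1 and the others 0 (1 of 100). This decides nothing, since 0 of the other 99 splits called a gene in each of the 2 comparisons. At an unadjusted p under 0.05 the real count and the highest other were 2826 and 2547 for MIR under vehicle. They were 1745 and 1368 for MIR under rapamycin and 2200 and 1874 for the interaction, both with no calls. Rapamycin gave 4726 and 3419 in control offspring, 864 and 762 in MIR offspring and 3297 and 2061 on average. Splits move single mice, and the study lists 3 control and 3 MIR litters for sequencing, so litter differences are not excluded for MIR comparisons. For the correlations, 1 and 2 of 100 splits were as high as the real 0.216 between the rapamycin effects (highest other 0.178) and 0.210 between the MIR effects (0.219), the second with a rho of 0.0115. Without MIR vehicle 4 the first was 0.0955, below that highest other, and without control vehicle 2 the second was 0.359. For the number of lists called by camera with a correlation of 0.01, 4 of 100 splits reached the real number for MIR against control under rapamycin (real 10, highest other 12). Chance could not be excluded for MIR against control under vehicle (25 splits, 17, 23), rapamycin in control (26, 13, 18) and MIR offspring (23, 13, 19), the interaction (33, 13, 20) and the average (5, 18, 22).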

How the results depend on the processing

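The settings without control vehicle 1, 2 and 3, without control rapamycin 1 as well, with striatum, cerebellum and choroid plexus covariates, with robust estimation and with thinned counts were chosen after seeing the data, and the others were planned. Counts of called genes not named for a setting stayed within 1.5 times of the main count, and the cause of a change was not tested unless given. For the comparisons in the order MIR against control under vehicle (17), rapamycin in control offspring (906), rapamycin in MIR offspring (3), MIR against control under rapamycin (0), interaction (0), average effect (245) and calls in opposite directions (1), size factors of the DESeq2 kind changed none of these counts by more than 1.5 times. DESeq2 called 391 under vehicle, 35 for rapamycin in MIR offspring, 88 under rapamycin, 7 for the interaction, 441 on average and 7 in opposite directions, and the likelihood ratio test 419, 28, 90, 11, 464 and 4. Voom called 588 for rapamycin in control offspring, 59 in MIR offspring, 119 for MIR under rapamycin, 399 on average and 2 in opposite directions, and turned the median of immediate early genes in control offspring after rapamycin to -0.21 and Ltbp2 to 0.10. At the criterion of the study's table the counts were 158 for MIR under vehicle, 6 for rapamycin in MIR offspring and 137 on average, and with no limit on the fold change 429 on average. Without a filter 63 were called for MIR under vehicle and the correlation of rapamycin effects was 0.0527, and with at least 1 CPM in 10 libraries the counts for MIR under vehicle and for opposite directions were 0 and 0. With only the compared groups in the fit, the counts were 0 for MIR under vehicle, 13 under rapamycin and 0 in opposite directions. For rapamycin in control and MIR offspring they were 13 and 31. Robust estimation gave 7 for MIR under vehicle and 0 in opposite directions, and thinning 0, 5 for rapamycin in MIR offspring and 0.

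A covariate for choroid plexus markers gave 102 for MIR under vehicle and 0 in opposite directions. Covariates for striatum and thalamus gave 3 for MIR under vehicle, 15 and 11 for rapamycin in control and MIR offspring, 74 on average and 0 in opposite directions. They turned cerebellum markers to 0.28 in MIR under vehicle, 1.22 after rapamycin in control offspring, -1.08 in the interaction and 0.51 on average, interferon-stimulated genes to 0.25 in control offspring and -0.47 in the interaction, and in control offspring immediate early genes to -0.13, Cbln3 to 2.4, Igkc to 1.44, Dnah11 to 1.60 and Ltbp2 to 2.45. Covariates for striatum, cerebellum and choroid plexus gave 0 for MIR under vehicle, 1 and 19 for rapamycin in control and MIR offspring, 35 for MIR under rapamycin, 74 on average, 0 in opposite directions and a correlation of MIR effects of 0.427. They turned epilepsy genes to -0.061 and upper-layer markers to -0.050 in MIR under vehicle, heat shock genes to 0.015 in the interaction, and after rapamycin in control offspring immediate early genes to -0.37, Cbln3 to 0.053 and Dnah11 to 2.10. Without control vehicle 1, 2 and 3 the counts were 0 for MIR under vehicle, 36 and 22 for rapamycin, 31 for MIR under rapamycin and 0 in opposite directions, and without control rapamycin 1 as well 0, 74, 46, 51 and 0. These turned striatum markers to 0.23 and 0.23 in MIR under vehicle, and after rapamycin in control offspring immediate early genes to -0.32 and -0.28, Dnah11 to 0.63 and 0.91, and Ltbp2 to 0.32 and 0.014. With camera's correlation estimated, 6 of 84 list calls were left. Without control vehicle 1, 2 and 3, 26 missed the threshold at a correlation of 0.01 and 2 turned in direction, and with striatum, cerebellum and choroid plexus covariates 24 and 4 did.

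With 1 library left out, counts ran from 0 to 226 for MIR under vehicle, 449 to 1358 and 2 to 16 for rapamycin in control and MIR offspring, 0 to 35 for MIR under rapamycin, 0 to 1 for the interaction, 147 to 357 on average and 0 to 2 in opposite directions, and the median of striatum markers in MIR under vehicle from -2.64 to 0.15. Libraries with the same number in different groups share only a number: their deviations correlated with a mean r of 0.00450 over 30 pairs (-0.145 to 0.204), 4 pairs over 0.1, and 4 of 20 libraries correlated best with their own number. With the replicate number as a block, counts were 0 for MIR under vehicle, 425 and 5 for rapamycin in control and MIR offspring and 0 in opposite directions. Of the 40 values of called genes named by the rule, 0 missed the threshold under the likelihood ratio test, 17 under voom and 27 without control vehicle 1, 2 and 3, and 1 and 2 turned in direction under the last 2. With striatum, cerebellum and choroid plexus covariates 30 missed it and 2 turned, with striatum and thalamus covariates 26 and 4, and 23 missed it with only the compared groups in the fit and 22 with the block. Under DESeq2 0 of them missed it, and 5 (Ttr, Cbln3, Igkc, Dnah11 and Ltbp2 after rapamycin in control offspring) were given no adjusted p. Where 0 genes were called for MIR under vehicle by edgeR's quasi-likelihood test, an unadjusted p under 0.05 was found for 2481 with at least 1 CPM in 10 libraries, 2004 with only the compared groups, 2569 with the block, 2732 after thinning, 935 with the covariates for striatum, cerebellum and choroid plexus, 1240 without control vehicle 1, 2 and 3 and 1920 without control rapamycin 1 as well. A covariate for sex from Y-linked genes was planned and not run, since these genes had 2 counts in all. Depth set a limit for genes of low count, such as Lcn2 with 0 CPM in control vehicle 4.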

Other observations

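The opening values were chosen for description after the results were seen, and no test was added for them. Camera called none of 3 gene groups downstream of mTOR 2 hours after rapamycin in either kind of offspring, while cholesterol synthesis and SREBP targets, which mTOR also regulates, were called lower in MIR offspring (median -0.11, camera adjusted p = 0.0317, or 0.720 with an estimated correlation). Autophagy and lysosome genes, which mTOR restrains through the transcription factor TFEB, had medians of -0.01 in control and 0.01 in MIR offspring, with none of 22 called (camera adjusted p = 0.388 and 0.776, or 0.774 and 0.986 with an estimated correlation). Targets of ATF4, which controls amino acid synthesis, had medians of 0.05 and -0.03 (camera adjusted p = 0.804 and 0.18, or 0.945 and 0.427 with an estimated correlation), with Vldlr (-0.57) and Aldh1l2 (-1.40) lower in control offspring and none of 19 called in MIR offspring. Cytosolic ribosomal protein genes, whose translation depends on mTOR, had medians of -0.01 and -0.02 with none of 47 called (camera adjusted p = 0.982 and 0.401, or 0.998 and 0.986 with an estimated correlation). Their counts are uncertain, since these genes have many near-identical pseudogene copies, and their means in control vehicle libraries ran from 1.52 to 322 CPM with a median of 17.1. These values concern transcript levels and not translation.

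Each group here held 5 libraries. That is lower than the value quoted from the study above.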
